A study of Mus musculus with 60 samples.

How the data were processed

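RNA-seq, lamin B1 ChIP-seq with input and ATAC-seq were made from mouse hippocampus, per the labels' protocols. The RNA libraries were stranded and made from messenger RNA, per the labels' protocols. Processed values were analysed for the RNA-seq (9 WT and 9 R6/1 libraries) and the lamin B1 domains (1 list per genotype); ATAC-seq and the ChIP reads were not analysed here. Samples were grouped by the genotype in their labels, and 0 columns of per-sample values were left unused.

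The authors deposited RPKM (reads per kilobase, scaled for depth) for 24508 gene symbols. Neither the aligner nor the counter nor the annotation is stated in the labels or the files. The authors' deposited table of the comparison gives, per gene, a mean normalized count, a log2 fold change with its standard error, a test score, a p-value and an adjusted p-value, under the column names that DESeq2 writes; 6113 genes have no adjusted p-value there and were left out of counts taken from it. Its log2 fold changes are shrunken towards 0, as the largest standard error is 0.233. The deposited RPKM values, multiplied by the gene's mean normalized count over its mean RPKM, are whole multiples of 1 step per library for between 99.87% and 99.91% of the values within a tolerance of 0.05 of a read. The depth scaling of the deposited RPKM is therefore one by size factors and not by the library's own total of reads. The step gives back the reads of each library, between 12299434 and 16736544 on genes. By counting error alone, 0 reads in a library are compatible with up to 3, and floors cover counting error only, since no molecular identifiers are in the labels.

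The deposited domain lists name the EDD domain caller and lamin B1 against input, per the file names, with 1 score per domain. The score is the authors' and was used only to rank domains within a list, apart from the lowest scores of the lists given in the closing part. How the 3 replicates were combined, the EDD version and its settings are not stated. The genome build is not stated either. Domain bounds are multiples of 37 kb, except where a domain ends at the last base of its chromosome on build NCBIM37, which 3 WT and 4 R6/1 domains on 5 chromosomes do, and no domain passes the end of a chromosome. The NCBIM37 genome with GENCODE annotation was used for this reason. Gene symbols were matched to it by name (20332 symbols) or through the synonyms of RefSeq entries of assembly GRCm38.p6, used for names only (1674 symbols), together 22006 of 24508 (89.8%) and 13827 of the 14446 tested genes (95.7%). Genes outside this match enter no comparison with domains. Shares of the genome refer to 2558.5 Mb of sequenced bases.

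The test of each gene was limma's lmFit and eBayes with a mean-variance trend on log2(RPKM + 0.5), two-sided, over genes with a mean of at least 0.5 RPKM in all 18 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene sets were tested with limma's camera at a preset correlation between genes of 0.01, against all other tested genes, with adjustment over the 12 sets. The sets hold 94 genes written from general knowledge: nuclear lamina and envelope, activity-regulated, CA1 and CA3 pyramidal, dentate granule, inhibitory neuron, astrocyte, microglia, oligodendrocyte, endothelial, choroid plexus and striatal projection neuron. The same test compared genes with their transcription start in a domain of both genotypes, of WT only or of R6/1 only with genes in no domain, with adjustment over the 3 classes. Fisher's exact test compared the share of genes in a domain of either genotype between called and uncalled genes. A two-sided exact permutation test over the 48620 ways to choose 9 of 18 libraries compared the mean log2 value of genes in domains minus that of genes in no domain. The genes named are the 5 largest increases and the 5 largest decreases among genes with a limma adjusted p under 0.05, a mean of at least 1 RPKM and no overlap between genotypes, plus Lmnb1, Lmnb2, Lmna and Htt; the domains named are the 3 longest per genotype with no overlap in the other. These choices were made before the data were examined, and the values turned out to have the unit they assumed.

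The gene test was tested on simulated data: 199 changed genes among 14464 tested. It recovered 34.7% of changes of 0.3 on the log2 scale, 80.0% of changes of 0.6, 98.0% of changes of 1 and 100% of changes of 2, and 2.27% of its calls were unchanged genes. A further 40 simulated genes were shifted by 0.25 for the set test. The simulated share of changed genes was far below the 48.3% called in the data. The adjusted p depends on that share, so these rates need not hold for the data. The overlap of domains was tested on made intervals. The labels give the same replicate numbers to both genotypes without saying that a number is shared, and whether they pair the libraries was checked. The alternatives tried were other pseudocounts (0.1 and 1), filters on low values (none, and a mean of at least 2 RPKM), median centring, quantile normalization, the replicate number as a block, limma without trend, library weights, a covariate for Xist, leaving out each library, other set tests and other definitions of domains and of the genes in them. After the data were seen, scaling by each library's own total of reads, voom on the recovered reads, a choroid plexus covariate, removal of the trend with exon GC content (loess, span 0.5) and an exact permutation of set means were added, and a hindbrain and spinal cord list of 20 genes was written for 1 test in the closing part. The work used R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.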

Results

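Hippocampus of 30-week-old wild-type (WT) mice and of R6/1 mice was compared. R6/1 mice carry a transgene with the first exon of the human huntingtin gene and an expanded CAG repeat, and are a model of Huntington's disease; the strain background is a mix of CBA and C57BL/6. RNA-seq was made from 9 WT and 9 R6/1 samples. Chromatin bound by lamin B1, a protein of the nuclear lamina that lines the inside of the nuclear envelope, was sequenced together with its input from 3 biological replicates per genotype, each a pool of 5 mice and run in 3 sequencing lanes. Lamin B1 ChIP-seq maps lamina-associated domains (LADs), the long stretches of chromatin that touch the nuclear lamina. The deposited domain files hold 1 list per genotype, so the extent of the domains has no replicate spread. ATAC-seq of the same tissue was not analysed here. The RNA-seq expression table gives RPKM for 24508 gene symbols in all 18 libraries. The reads behind these values numbered between 12299434 and 16457022 per library in WT and between 13260311 and 16736544 in R6/1, and the 10 most abundant genes took between 3.08% and 4.00% of the reads of a library.

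Whether transcripts of the lamina itself differ between genotypes was examined first. Lmnb1, the gene of lamin B1 (chromosome 18, 56867467 to 56913078, plus strand, 11 exons, in no domain of either genotype; build NCBIM37 throughout), was expressed at 2.62 ± 0.248 RPKM in WT and 2.84 ± 0.183 RPKM in R6/1 (SD, n = 9 each). The WT libraries ranged from 2.21 to 3.04 RPKM and the R6/1 libraries from 2.60 to 3.09 RPKM. The log2 fold change was 0.10 (SE 0.055) with a limma adjusted p of 0.141, a difference within the spread between libraries. The authors' deposited table gave Lmnb1 an adjusted p of 0.268. Lmnb1 passed the threshold when the libraries were quantile-normalized (log2 fold change 0.15, limma adjusted p 0.03) or, in a fit added after the data were seen, scaled to their own totals of reads (log2 fold change 0.16, limma adjusted p 0.0224). Over all limma alternatives its adjusted p ranged from 0.0224 to 0.248, so its call depended on the scaling. Lmnb2 (chromosome 10, 80363948 to 80380990) was expressed at 5.27 ± 0.60 RPKM in WT and 6.09 ± 0.469 RPKM in R6/1 (SD, n = 9 each), with a log2 fold change of 0.20 (SE 0.062, limma adjusted p 0.0132). Lmna (chromosome 3, 88285070 to 88313878) was expressed at 9.35 ± 0.829 RPKM in WT and 10.0 ± 1.09 RPKM in R6/1 (SD, n = 9 each), and its log2 fold change of 0.09 did not pass the threshold (limma adjusted p 0.230) except when each library was scaled to its own total of reads (log2 fold change 0.16, limma adjusted p 0.0464; range over all alternatives 0.0464 to 0.405). Of the 13 tested genes on the list of nuclear lamina and envelope genes, 6 had a limma adjusted p under 0.05 over all genes tested and 7 when adjusted over the list alone. Tmpo showed the largest of these changes, from 5.30 ± 0.320 RPKM in WT to 6.64 ± 0.324 RPKM in R6/1 (SD, n = 9 each), with no overlap between genotypes (log2 fold change 0.30, limma adjusted p 7.41e-06). Banf1 fell from 24.4 ± 1.28 RPKM to 21.8 ± 1.26 RPKM (log2 fold change -0.16, limma adjusted p 0.00226).

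**Figure D1:**
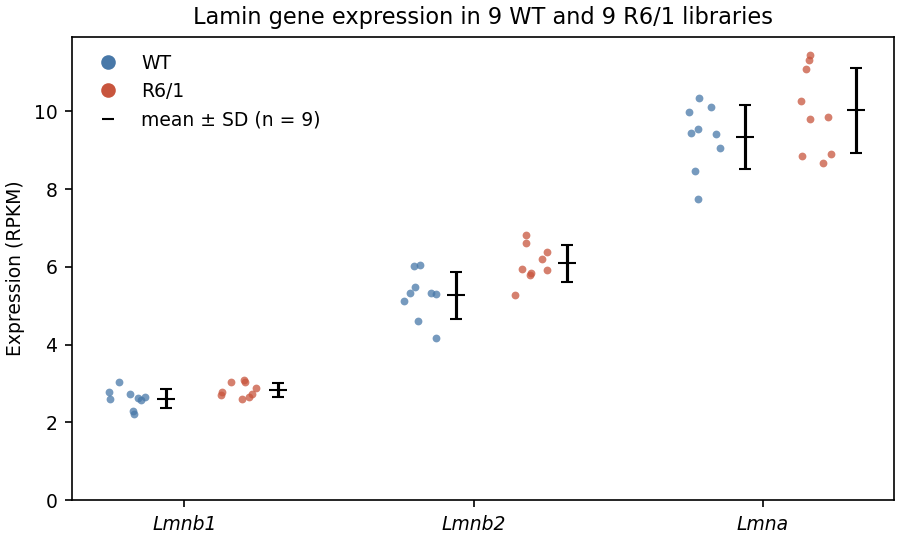
Expression in RPKM (y axis, from 0) of Lmnb1, Lmnb2 and Lmna in each of the 9 WT (blue) and 9 R6/1 (red) libraries; each point is a library and the black marks are mean ± SD. Lmnb1 had overlapping ranges, 2.21 to 3.04 RPKM in WT and 2.60 to 3.09 RPKM in R6/1.

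Gene expression was then compared across the transcriptome. Of 14446 genes with a mean of at least 0.5 RPKM, 3586 were higher and 3394 lower in R6/1 at a limma adjusted p under 0.05, together 48.3% of the genes tested. Most of these changes were small, since 5775 of the 6980 called genes (82.7%) had an absolute log2 fold change under 0.5. All 9 libraries of one genotype lay above all 9 of the other for 1716 genes, 11.9% of the genes tested, where chance gives 0.0041%. All 1716 were called, and they made up 24.6% of the called genes. The balance of directions depended on the scaling. In a fit added after the data were seen, with each library scaled to its own total of reads, 5113 genes were higher and 2525 lower, so the share of calls that were higher moved from 51.4% to 66.9%, while the median log2 fold change of all tested genes moved to 0.07. With an absolute log2 fold change of at least 1 required as well, 58 genes were higher and 127 lower. This pair of counts depended on the pseudocount, since a pseudocount of 0.1 in place of 0.5 gave 92 higher and 218 lower, and a pseudocount of 1 gave 41 higher and 87 lower.

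The authors' deposited table of the DESeq2 comparison holds 7435 genes with an adjusted p under 0.05 among 18395 genes that have an adjusted p, 3686 of them higher and 3749 lower. At an adjusted p under 0.01 the authors' deposited table holds 5808 genes. Of the 6980 genes called here, 6749 (96.7%) were also called in the authors' deposited table, and 0 of these had the opposite direction. Across the 14442 genes tested in both, the log2 fold changes had a Pearson r of 0.972 and a Spearman rho of 0.994 with the authors' deposited table; genes are not independent replicates and both fits use the same libraries.

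Among genes with a mean of at least 1 RPKM and no overlap between genotypes, Pax2 rose most on the log2(RPKM + 0.5) scale. Pax2 (chromosome 19, 44830539 to 44912758, plus strand, protein-coding) rose from 0.111 ± 0.0609 RPKM in WT to 7.03 ± 1.19 RPKM in R6/1 (SD, n = 9 each). Its log2 fold change on the log2(RPKM + 0.5) scale, which understates the change of genes with low values, was 3.62 (SE 0.091, limma adjusted p 1.53e-16). Plin4 (chromosome 17, 56240014 to 56249225) rose from 0.722 ± 0.248 RPKM to 10.6 ± 4.19 RPKM, a log2 fold change of 3.10. Skor1 (chromosome 9, 62985977 to 62996768) rose from 0.0668 ± 0.0448 RPKM to 4.11 ± 0.747 RPKM, a log2 fold change of 3.01. Rtp1 (chromosome 16, 23429206 to 23434033) rose from 0.113 ± 0.0750 RPKM to 3.12 ± 1.29 RPKM, a log2 fold change of 2.46. Igf2os (annotated as Igf2as, a lincRNA; chromosome 7, 149845598 to 149856261, plus strand) rose from 0.101 ± 0.0514 RPKM to 2.80 ± 0.617 RPKM, a log2 fold change of 2.44. Igf2os overlaps Igf2 on the opposite strand, and whether the counting used the strand is not stated, so its reads are not separable with certainty from those of Igf2, which showed no difference between genotypes (limma adjusted p 0.233). The limma adjusted p of these 4 genes lay between 4.33e-15 and 1.60e-08. Pax2 and Plin4 also overlap annotated genes on the opposite strand.

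The order of the 5 genes with the largest decreases on this scale changed with the pseudocount, with voom and with the GC trend removed. The order also changed in the authors' deposited table and in several fits that left out a library, among them R6/1 replicate 2. Among these 5 genes was Dsp (chromosome 13, 38243197 to 38290446, plus strand, protein-coding). It fell from 7.63 ± 2.54 RPKM in WT to 1.06 ± 0.346 RPKM in R6/1 (SD, n = 9 each), with a log2 fold change of -2.36 (SE 0.17, limma adjusted p 1.55e-09). Tnfrsf25 (chromosome 4, 151490043 to 151494228) fell from 5.58 ± 1.59 RPKM to 0.735 ± 0.244 RPKM, a log2 fold change of -2.28. Lrrc10b (chromosome 19, 10530579 to 10531937) fell from 23.8 ± 4.64 RPKM to 4.92 ± 0.936 RPKM, a log2 fold change of -2.16. Lct (chromosome 1, 130181333 to 130224895) fell from 7.33 ± 2.14 RPKM to 1.25 ± 0.265 RPKM, a log2 fold change of -2.12. C1ql2 (chromosome 1, 122237159 to 122239748) fell from 25.9 ± 8.19 RPKM to 5.56 ± 1.37 RPKM, a log2 fold change of -2.08. The limma adjusted p of these 4 genes lay between 9.30e-12 and 1.10e-08. Dsp overlaps an annotated gene on the opposite strand. The transcription starts of all 10 genes lay in no lamin B1 domain of either genotype. Htt, the mouse gene that corresponds to the transgene, was expressed at 17.6 ± 1.69 RPKM in WT and 18.3 ± 1.72 RPKM in R6/1, with a log2 fold change of 0.05 (limma adjusted p 0.474).

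**Figure D2:**
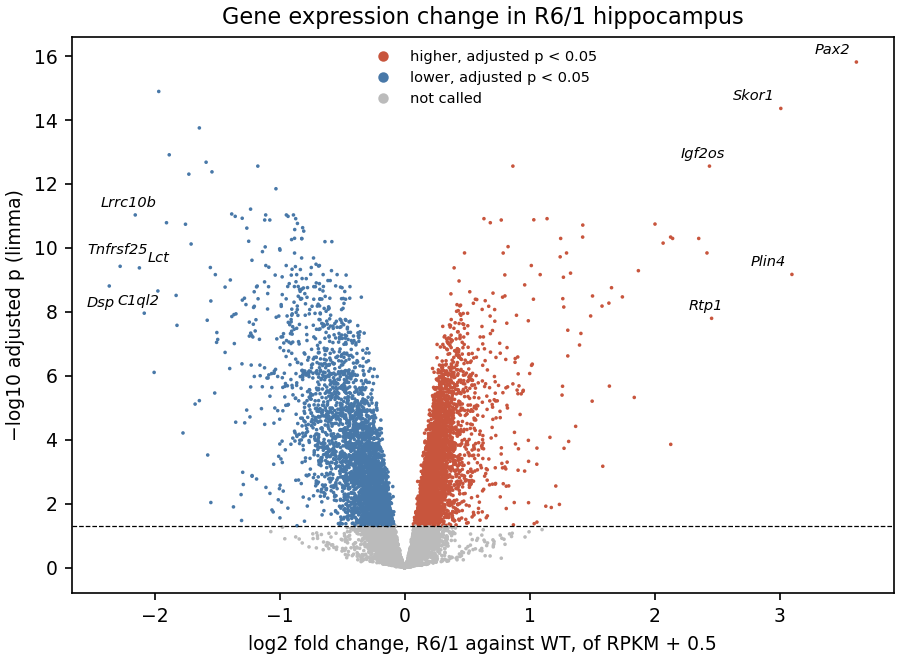
Log2 fold change of RPKM + 0.5 in R6/1 against WT (x axis) and -log10 of the limma adjusted p (y axis) for the 14446 tested genes; each point is a gene, red for higher and blue for lower at an adjusted p under 0.05 (dashed line), grey for the rest. The 10 labelled genes are the 5 with the largest increase and the 5 with the largest decrease by the rule fixed before the data were examined.

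Gene sets fixed before the data were examined were used to ask which cell classes and programmes of the hippocampus the differences fall in. With limma's camera at a preset correlation between genes of 0.01, 8 of the 12 sets had an adjusted p under 0.05, and all 8 were lower in R6/1. Markers of dentate granule neurons fell most, with a median log2 fold change of -1.65 over 6 genes, all of them lower (limma adjusted p 3.07e-05). Markers of CA3 pyramidal neurons had a median of -0.90 over 5 genes (limma adjusted p 0.000819), activity-regulated genes a median of -0.64 over 11 genes (limma adjusted p 0.00987) and markers of CA1 pyramidal neurons a median of -0.38 over 6 genes (limma adjusted p 0.00987). The medians were -0.42 for astrocyte markers, -0.34 for oligodendrocyte markers, -0.33 for inhibitory neuron markers and -0.26 for striatal projection neuron markers, with limma adjusted p between 0.00121 and 0.00662. Microglia markers (median -0.14, limma adjusted p 0.142), endothelial markers (median -0.11, limma adjusted p 0.499), choroid plexus markers (median 0.23, limma adjusted p 0.866) and the nuclear lamina and envelope list (median 0.10, limma adjusted p 0.177) did not pass. All 8 calls held under fry, where the nuclear lamina and envelope list passed as well (limma adjusted p 0.00201; range over all alternatives 0.00201 to 0.467), and 0 of the 12 passed with camera's correlation estimated from the data, where the dentate granule list had a limma adjusted p of 0.11 (range over all alternatives 3.56e-09 to 0.11). In a test added after the data were seen, with the libraries as the replicates, the mean of the dentate granule list was lower in R6/1 on the log2 scale (difference -1.50, two-sided exact permutation p 4.11e-05, the smallest that 9 against 9 allow), with no overlap between genotypes. The CA1, CA3, inhibitory neuron and striatal lists also had no overlap between genotypes.

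**Figure D3:**
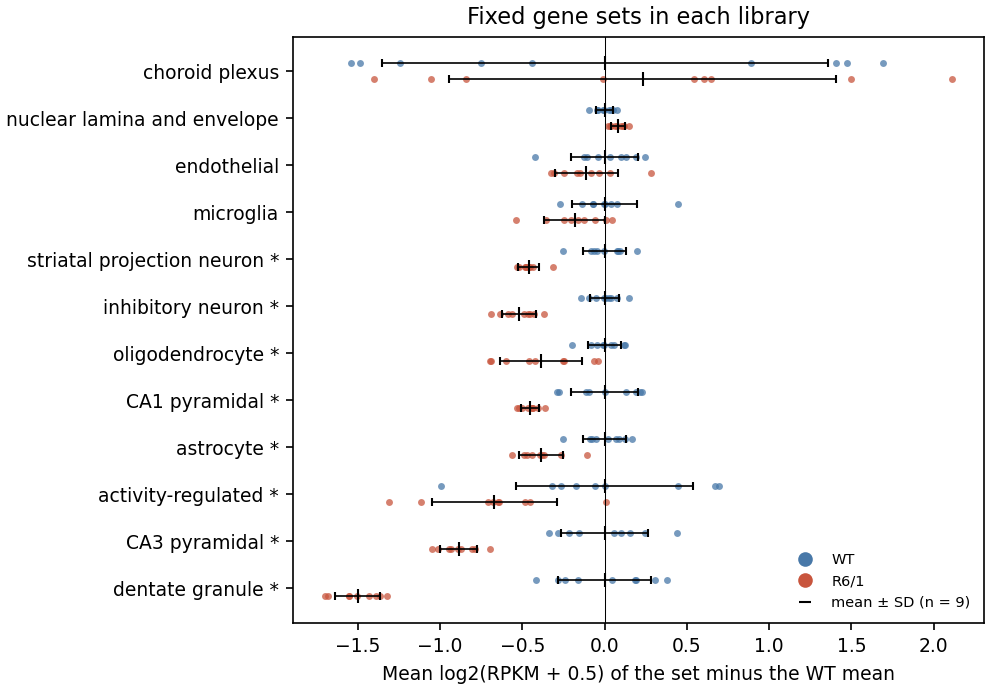
Mean log2(RPKM + 0.5) of each fixed gene set in each library minus the mean of the 9 WT libraries (x axis), for WT (blue) and R6/1 (red); each point is a library, black marks are mean ± SD, and an asterisk marks a camera adjusted p under 0.05. The R6/1 libraries lie apart from the WT libraries for the dentate granule set (difference -1.50), while the choroid plexus set spreads widely within both genotypes.

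The extent of lamin B1 domains was compared between genotypes. In WT, 145 domains covered 1061.6 Mb, 41.5% of the sequenced genome, with a median length of 4.77 Mb. In R6/1, 166 domains covered 892.4 Mb, 34.9% of the sequenced genome, with a median length of 3.52 Mb. The total was 169.2 Mb, or 15.9%, smaller in R6/1. The lists shared 865.9 Mb, 81.6% of the WT length and 97.0% of the R6/1 length; 195.6 Mb lay in WT domains only and 26.4 Mb in R6/1 domains only, for a Jaccard index of 0.796. At least 1 bp was shared with an R6/1 domain by 136 of 145 WT domains (93.8%, 95% Wilson interval 88.6% to 96.7%), and with a WT domain by 155 of 166 R6/1 domains (93.4%, 95% Wilson interval 88.5% to 96.3%). These intervals treat the domains of a list as independent draws and measure no spread between replicates. Under a reciprocal overlap of at least 50% the shares were 81.4% of WT and 71.1% of R6/1 domains. The higher number of R6/1 domains went with 16 WT domains that each overlapped at least 2 R6/1 domains, 35 in all, while 0 R6/1 domains overlapped 2 or more WT domains. The domain length was smaller in R6/1 on 18 of 21 chromosomes, equal on 1 (the Y chromosome) and larger on 2. The ratio of R6/1 to WT length was 0.841 over the genome, with a range from 0.654 on the X chromosome to 1.18 on chromosome 19 and an SD of 0.131 between chromosomes.

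**Figure D4:**
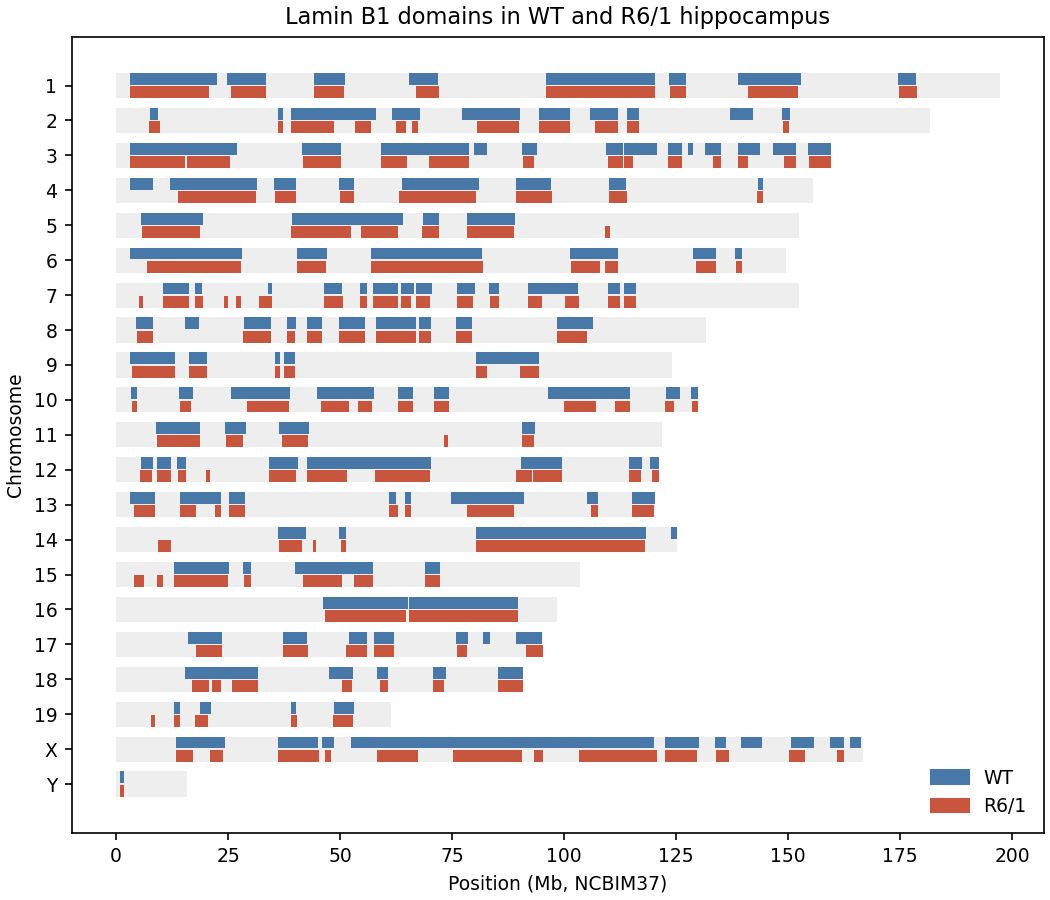
Position of each lamin B1 domain along the chromosomes of build NCBIM37 (x axis in Mb, y axis chromosome), WT in blue and R6/1 in red, on grey bars that span each chromosome. R6/1 domains cover 892.4 Mb against 1061.6 Mb in WT, and 97.0% of their length lies inside WT domains.

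The longest WT domain with no R6/1 overlap lay on chromosome 4 from 3034001 to 8288000 (5.25 Mb); it held the starts of 57 annotated genes, 21 of them protein-coding, and its most expressed gene was Sdcbp with a mean of 95.5 RPKM. The next were on chromosome 2 from 136974001 to 142117000 (5.14 Mb, 31 annotated genes, with Btbd3 as the most expressed at 66.8 RPKM) and on the X chromosome from 139416001 to 144226000 (4.81 Mb, 59 annotated genes, with Pak3 as the most expressed at 19.7 RPKM). The R6/1 domains with no WT overlap were shorter. The longest were on chromosome 14 from 9361001 to 12321000 (2.96 Mb, 11 annotated genes, with 4930452B06Rik as the most expressed at 2.29 RPKM), on chromosome 15 from 4107001 to 6142000 (2.04 Mb, 14 annotated genes, with Rpl37 as the most expressed at 119.3 RPKM) and on chromosome 15 from 9102001 to 10397000 (1.29 Mb, 7 annotated genes, with Capsl as the most expressed at 2.64 RPKM).

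The sequence shared by both lists had a GC content of 38.3% and 3.69 gene starts per Mb, and 32.5% of its genes had a mean of at least 0.5 RPKM. WT-only sequence had a GC content of 40.2% and 5.78 gene starts per Mb, and 66.0% of its genes had a mean of at least 0.5 RPKM, close to the 68.6% of genes outside every domain, where the GC content was 44.0% with 11.9 gene starts per Mb. R6/1-only sequence had a GC content of 40.9% and 7.72 gene starts per Mb, with 24.5% of its 204 genes at a mean of at least 0.5 RPKM.

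Whether the expression differences go with the domains was tested in 3 ways. The median log2 fold change of the 1040 tested genes with their start in a domain of both genotypes was close to that of genes in no domain (shift -0.0063, limma adjusted p 0.875). The shift was 0.0029 for the 746 genes in WT-only domains and -0.0089 for the 50 genes in R6/1-only domains, both with a limma adjusted p of 0.875. Of the genes higher in R6/1, 447 of 3504 (12.8%) had their start in a domain of either genotype, and of the genes lower in R6/1, 417 of 3263 (12.8%). The share was 972 of 7060 (13.8%) among tested genes that were not called, and neither share differed from it (odds ratio 0.916, Fisher's exact test, two-sided p 0.154, for higher genes; odds ratio 0.918, p 0.182, for lower genes). With the calls of the authors' deposited table, both shares passed the threshold, as a deficit (odds ratio 0.877, Fisher's exact p 0.0223, for higher genes, and odds ratio 0.879, p 0.0241, for lower genes). That test drew on the 18395 genes with an adjusted p there, against 14446 in the main test, both before matching to the genome. The results thus differ in the genes compared as well as in the calls. Over all alternatives the Fisher's exact p ranged from 0.0223 to 0.968 for higher genes and from 0.0241 to 0.836 for lower genes. With libraries as the replicates, the mean log2 expression of genes in domains of both genotypes minus that of genes in no domain was -0.385 ± 0.031 in WT and -0.387 ± 0.035 in R6/1 (SD, n = 9 each; two-sided exact permutation p 0.879). No shift of expression with the domains was detectable in these libraries.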

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

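In 5 of 58 groups of 9 libraries that were examined, the highest or lowest library stood apart from the rest by Dixon's ratio, where chance gives about 2.9, so the number of such groups is near that of chance. None of the 5 came from the same library, and no explanation beyond leaving the library out was tested for them.

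In WT replicate 1, Rtp1 was at 0.277 RPKM, above the next WT library at 0.142. This rests on 11 reads of a gene that has between 1 and 7 reads in the other WT libraries, so counting error is of the size of the gap. Without that library the log2 fold change of Rtp1 was 2.50, against 2.46 with it.

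In R6/1 replicate 2, Dsp was at 0.318 RPKM, below the next R6/1 library at 0.912, on 51 reads. Without it the log2 fold change was -2.25, against -2.36. In R6/1 replicate 4, Lrrc10b was at 7.14 RPKM, above the next R6/1 library at 5.38. Without it the log2 fold change was -2.22, against -2.16. All WT libraries stayed above all R6/1 libraries for both genes.

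The mean log2 value of the microglia set was 5.16 in WT replicate 5, above the next WT library at 4.78. Without it the median log2 fold change of that set was -0.08, against -0.14 with all libraries, and the set was not called either way (limma adjusted p 0.282 without it). The mean log2 value of the striatal projection neuron set was 1.81 in R6/1 replicate 1, above the next R6/1 library at 1.69; without that library the median was -0.32, against -0.26, and the set stayed called (limma adjusted p 0.00426). The labels name neither sex, batch nor dissection side, so no biological explanation was tested for these libraries.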

How the results depend on the processing

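Scaling by each library's own total, voom, the choroid plexus covariate, removal of the GC trend and the permutation of set means were chosen after seeing the data; the other alternatives were written before. Apart from the fits that left out a library, 358 values that answer a comparison were recomputed: 328 kept their direction and their side of the threshold, or stayed within the allowed range, 8 were weaker, 6 stronger, 7 reversed and 9 moved. The 328 include 21 with the Xist covariate, which tests nothing, since Xist was at most 0.0365 RPKM in every library.

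The counts of genes at least 2-fold changed (58 higher, 127 lower) moved with the handling of low values. They were 92 and 218 with a pseudocount of 0.1, 41 and 87 with a pseudocount of 1, 105 and 257 with voom on the recovered reads, and 110 and 217 in the authors' deposited table, and the higher genes numbered 30 with a mean of at least 2 RPKM required, since that filter removes low genes that rose. The counts without a fold threshold stayed within 1.5 times of 3586 higher and 3394 lower in all alternatives, although quantile normalization gave 4251 and 3045 and the own totals gave 5113 and 2525. Of the genes called in the main comparison, between 87.2% and 99.9% were called again under the alternatives that kept all libraries, with the same direction.

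Lmnb1 passed the threshold with quantile normalization (0.15, limma adjusted p 0.03) and with own totals (0.16, limma adjusted p 0.0224), over a range of adjusted p from 0.0224 to 0.248 in all limma alternatives (0.268 in the authors' deposited table). Both scalings raise R6/1 values as a whole, by a median of 0.03 and 0.07 on the log2 scale. Lmna passed with own totals only (0.16, limma adjusted p 0.0464, range 0.0464 to 0.405). For Rtp1 and Igf2os the filter of at least 2 RPKM gave no value.

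With camera's correlation estimated from the data, 8 set calls were lost at unchanged medians: dentate granule -1.65, CA3 -0.90, activity-regulated -0.64, astrocyte -0.42, CA1 -0.38, oligodendrocyte -0.34, inhibitory neuron -0.33 and striatal -0.26, with limma adjusted p from 0.11 to 0.473; that test allows for the correlation of a set's genes across libraries. The nuclear lamina and envelope list was called under fry (0.10, limma adjusted p 0.00201) and by the exact permutation of set means (0.0786, adjusted p 0.00457), which ask whether the list moved at all and not whether it moved more than other genes.

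The shift of genes in domains was near 0 and changed sign without passing the threshold: for domains of both genotypes, 0.00578 with domains in the upper 50% of scores; for WT-only domains, -0.00169 without X and Y, -0.00038 with no filter on low values and -0.0233 with the GC trend removed; for R6/1-only domains, 0.0140 with at least 50% of the gene body in the domain. The contrast per library likewise became 0.00283 with the upper 50% of scores and 0.000312 with a pseudocount of 0.1. The share of called genes in domains passed the threshold with the calls of the authors' deposited table (odds ratios 0.877 and 0.879); the cause was not tested. With a reciprocal overlap of at least 50%, the shared domains were 81.4% of WT and 71.1% of R6/1, a stricter rule that domains split in R6/1 can fail.

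Across the 18 fits that each left out a library, genes higher ranged from 3422 to 3673 and genes lower from 3236 to 3503, and at least 2-fold from 54 to 61 and from 125 to 136. The list count of nuclear lamina genes ranged from 6 to 9 and Lmnb1 from 0.08 to 0.12, never called. All 12 set calls stayed as they were, although the choroid plexus median ranged from 0.003 to 0.419. The shifts of genes in domains ranged from -0.0171 to 0.00736 (both genotypes), from -0.00522 to 0.00826 (WT only) and from -0.0444 to 0.0107 (R6/1 only), with 9 changes of sign and none past the threshold.

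Whether the replicate numbers pair the libraries was not settled, and the main test did not pair them. The correlation of deviations between same-numbered libraries ranged from -0.053 to 0.237 (mean 0.08, against -0.01 for different numbers). It exceeded 0.1 in 3 of 9 pairs, and these values were not tested. With the replicate block, 3666 genes were higher and 3467 lower, more than the 3586 and 3394 without it. At least 2-fold there were 59 and 126, and no other call changed. Variation shared by same-numbered libraries is therefore not excluded.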

Other observations

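The tests of Hox reads, of other splits for the Hox genes, of glial markers and of the balance of calls, the reads of untested list genes, the list without WT replicate 7, the cerebellar genes and the kallikrein recount were chosen only after the result was seen.

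Hox genes, which pattern the hindbrain, spinal cord and trunk in development, carried almost no reads in WT and many more in R6/1. Summed over the 34 Hox genes with any read, the WT libraries held between 3 and 12 reads each (0.481 ± 0.194 CPM, SD, n = 9) and the R6/1 libraries between 218 and 637 (27.9 ± 6.77 CPM, SD, n = 9), a ratio of 58.0 between the means. The sums did not overlap (two-sided exact permutation p 4.11e-05, the smallest possible), which argues against the pseudocount or low reads as the cause. With no filter on low values, 28 of the 34 genes were called higher and 0 lower (limma adjusted p under 0.05). The called genes came from 4 chromosomes. In 23 of the genes WT had no read at all. All 34 had a positive log2 fold change with median centring, quantile normalization and own totals. With a pseudocount of 0.1, 33 of the 34 had one, and 28 were called higher. All 33 with a known exon GC content had a positive log2 fold change after removal of the GC trend. Of these, 27 were called higher, so GC content does not account for the pattern. Of 100 splits of the 18 libraries into 9 and 9, 1, the real one, gave as many called Hox genes, and none of the others gave any. None of the 33 Hox genes placed on NCBIM37 lay in a lamin B1 domain of either genotype.

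Tissue from the hindbrain or spinal cord in the R6/1 libraries would bring other transcripts of those regions. A list of 20 such genes, chosen before the test, had a median log2 fold change of -0.11 over its 10 tested genes (limma adjusted p 0.874), with Tph2 and Ddc called higher and Car8 lower; these 10 genes are also expressed in the libraries of hippocampus, the most abundant being Nefh at 18.6 RPKM in WT. Without WT replicate 7, which held the most Car8 and Cbln3 reads, the median was -0.04 over the 9 genes tested, and the same 3 genes were called, with Car8 at -0.37 (limma adjusted p 0.00884) against -0.51 with all libraries. In a count made afterwards, the 10 list genes too low to be tested held 557 reads in all WT libraries and 253 in all R6/1 libraries. Among them, Slc6a5 rose from 2 reads in WT to 52 in R6/1. The median lies near 0 over genes that moved both ways, and the expression of these genes in hippocampus would hide a small share of other tissue. Carried-over hindbrain or spinal cord tissue and a partial loss of silencing at Hox genes in R6/1 hippocampus therefore cannot be told apart here. The loss of silencing was not tested.

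The number of called genes was not a matter of which libraries were grouped. Of 100 splits, only the real one gave as many as 6980 called genes, the next highest giving 16, and 1 of the 100, the real one, gave as many genes changed at least 2-fold. For the gene sets, 4 of the 100 splits gave at least 8 called sets, one of them the real split; the other splits gave a median of 3 and up to 9, so camera with its preset correlation calls sets of these genes too readily in these libraries. For genes in domains, 73 of the 100 splits gave a shift at least as large as the real one. With own totals, 66.9% of the calls were higher. A scaling factor moves all genes of a library alike, so this shift follows from the factors, and these data cannot say which scaling is nearer to the amount of RNA per cell.

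A lower share of neurons would raise the markers of every other cell class. Astrocyte, oligodendrocyte and microglia markers all had medians below 0, the highest of the 3 being -0.14, although the microglia set was not called. The endothelial median was -0.11 and the choroid plexus median, which went the other way, 0.23. Neither of these sets was called, and choroid plexus spread widely within both genotypes. By the astrocyte and oligodendrocyte sets, a smaller share of neurons alone does not account for the lower neuronal markers. Exon GC content does not either, since the dentate granule set kept its median (-1.64) and its call with the GC trend removed (limma adjusted p 3.84e-05). A change of expression within these cells, as a difference between genotypes, stays open and was not tested.

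The R6/1 domains lie almost wholly inside WT domains, as a loss of domain edges would give, but also as a less sensitive domain call in R6/1 would. The R6/1-only share of R6/1 domain length was 2.96%, more than the 2% set as the limit for lower sensitivity alone, and 11 R6/1 domains with no WT overlap sum to 13.8 Mb. With 1 list per genotype this share has no spread, so a true loss and a weaker ChIP in R6/1 cannot be told apart here. Replicate domain calls or reads would be needed.

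Transcripts of the choroid plexus varied between libraries of both genotypes. Ttr ranged from 19.0 to 1696 RPKM. Ttr and the other 4 genes of the choroid plexus list rose and fell together within genotypes (r 0.974 in WT and 0.952 in R6/1), and the first component of variation within genotypes held 15.1% of the variance. Carried-over choroid plexus tissue is a likely source; the lower r of 0.952 is above the 0.8 set in advance. With this score as a covariate 3663 genes were higher and 3488 lower. WT replicate 7 also held the most reads of 4 cerebellar genes chosen after the values were seen: 126 of Cbln3 (at most 40 elsewhere), 316 of Car8 (at most 133), 15 of Pcp2 (at most 6) and 15 of Gabra6 (at most 1).

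Pttg1 (chromosome 11, 43233752 to 43239753) took 3 separate levels that crossed the genotypes: 0.146 to 0.291 RPKM in 4 libraries (3 WT, 1 R6/1), 4.45 to 5.92 RPKM in 9 libraries (3 WT, 6 R6/1) and 9.41 to 11 RPKM in 5 libraries (3 WT, 2 R6/1). The middle level was 51.9% of the high one by their medians, as 0, 1 and 2 copies of an expressed allele might give in a mix of CBA and C57BL/6. The test of this idea did not decide it: 3 of 94 genes within 10 Mb of Pttg1 had an absolute correlation to it over 0.6 (3.19%), against 1.62% of genes on other chromosomes (Fisher's exact p 0.197). A wider search found 24 genes with a gap between libraries of both genotypes, of which only 2 pairs lay within 5 Mb of each other, too few to test. Among the 1383 most variable genes, however, pairs 1 to 10 Mb apart had a median absolute correlation of 0.218, against 0.197 on different chromosomes (permutation p 0.001, the smallest that 1000 permutations can give), and 6.24% of the near pairs exceeded 0.6 against 2.71%. This is what segregating strain alleles could give, but shared regulation of neighbouring genes was not excluded.

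The 300 genes with the largest change were most crowded in 1 window of 5 Mb, on chromosome 7 from 50000001 to 55000000, with 8 of 111 tested genes (permutation p 0.0353). All 8 were lower and 3 are kallikrein genes of one tandem family; with these counted once, a check added after the result was seen, the p was 0.450. A region linked to the transgene and a family of neighbouring genes under shared control cannot be told apart at this count.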
